A study of Mus musculus with 50 samples. Its data were reported in "Astrocyte glucocorticoid receptor signalling restricts neuronal plasticity" (2026).

How the data were processed

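CUT&RUN, in which an antibody tethers a nuclease to chromatin so that short DNA fragments are released around the bound protein, was performed by the authors for the glucocorticoid receptor (GR, encoded by Nr3c1) and for the nuclear factor I protein NFIA. The in vivo libraries came from 175000 nuclei each, sorted by cell type from primary visual cortex (V1) of mice at postnatal day 14. Mice were reared in a normal light cycle (NR) or in darkness (DR), or carried astrocytes with the receptor intact (GR-con) or deleted (GR-KO). The cell line libraries came from 50000 or 250000 nuclei of 3T3 cells, a mouse fibroblast line, exposed for 2 h to vehicle or to 200 nM dexamethasone (DEX), a synthetic glucocorticoid. Groups and replicate numbers were taken from the sample labels alone. Of 50 samples, 39 had a peak list, 27 for GR and 12 for NFIA, in 15 groups. The remaining 11 samples, IgG controls and GR libraries of GFP-negative nuclei, were not analysed here.

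According to the study's methods, the authors trimmed reads with cutadapt, aligned them to mm10 with Bowtie2, removed duplicates with Picard and poorly mapped reads with SAMtools, kept short fragments with deepTools and called peaks in each library separately with MACS2 against an IgG library. Each in vivo replicate was a pool of V1 tissue from several mice according to the study's methods. The study counts its 3T3 replicates as biological, without describing how the cultures were kept apart. Each deposited peak carries a position, a fold enrichment over background (a ratio), a −log10 p and a −log10 q from the authors' peak caller, and the offset of its summit. These values are the authors' own and were used here only to describe, rank or filter peaks within a list. The deposited lists hold peaks on chromosomes 1 to 19, X and Y. The highest q in the deposited in vivo lists was 0.00999 and the highest in the 3T3 lists was 0.0498, so the in vivo lists had passed a stricter threshold than the 3T3 lists, and peak numbers were not compared between them. The labels list 1 IgG library of astrocytes for each rearing condition and 1 for each other cell type; which of them served in each call is not given in the sources used here, so an effect of the control library on these comparisons is not excluded.

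The library was the unit of every comparison between groups. Numbers of peaks were compared on the log2 scale with two-sided exact permutation tests, and in 3T3 cells labels were permuted within each number of nuclei. The 5 main tests of peak numbers formed a family and the 6 comparisons of astrocytes with single cell types another, each with Benjamini-Hochberg adjustment; a threshold of 0.05 was applied throughout. Replicates are those of the labels. P-values measure only the spread between these samples, part of which may be technical. A consensus site was a merged region called in at least 2 libraries of a group, with an overlap of 1 bp. The share of NR sites with a peak was counted in every other library, and in NR libraries only at sites defined by the remaining NR libraries. The overlap of GR and NFIA sites was set against 100 random placements within the chromosome and 100 placements moved by 5 to 50 kb. Wilson intervals at the 95% level cover counting error only.

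Motifs were searched on both strands in the 101 bp centred on each summit and in windows of that width 1 kb to either side, in every library with at least 50 peaks, and an exact two-sided binomial test compared summits with flanks within a library, adjusted over 324 tests. The 9 patterns were the full glucocorticoid response element (GRE, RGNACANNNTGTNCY), its looser form (ACANNNTGT), the NFI full site (TTGGCNNNNNGCCAA) and half-site (TTGGCA), AP-1 (TGASTCA), an LHX homeobox site (TAATTA), an E-box (CAGCTG), the CTCF core (CCASYAGRKGGC) and CREB (TGACGTCA). Differences in motif shares between groups were tested by exact permutation of libraries and adjusted over the 9 motifs. Sites were annotated with GENCODE M21 on GRCm38.p6, the assembly of mm10, as promoter (within 500 bp of any annotated transcription start), exon, intron or intergenic; a promoter site can therefore lie at a start inside a gene. Coordinates are 1-based mm10 positions.

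The 13 gene lists were canonical glucocorticoid targets, astrocyte identity and maturation, extracellular matrix genes the study named, synapse organisers secreted by astrocytes, circadian clock, immediate early genes, markers of excitatory neurons, inhibitory neurons, oligodendrocyte lineage, microglia, and endothelial and mural cells, fibroblast and matrix genes, and housekeeping genes. All symbols were matched, with Bmal1 found under its older symbol Arntl. The share of a list's genes with a consensus site within 50 kb of the transcription start was compared with 10000 random lists of protein-coding genes matched in 5 classes on the number of protein-coding starts within 50 kb, as a two-sided permutation test adjusted over the 13 lists of a group. Named genes were the list members with a site, at most 8 per list, ordered by the mean within-library rank of the best site by q; the genes nearest to the 12 best-ranked sites called in every library of the higher group and in none of the lower; the genes nearest to the 8 sites called in most libraries of the lower group; and Nr3c1 with 11 genes that the study's text names. Sites inside a gene are named by that gene where it differs from the gene with the nearest start. Some genes picked by this rule are not reported here.

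A background per library was recovered from the fold enrichment and −log10 p of each deposited peak, which together fix the pileup and the expected pileup at the summit. The lowest expected pileup shared by at least 4 peaks is the genome-wide background, which scales with the depth used in the call; where no such value was shared, it is an upper limit. On simulated peaks with a planted background of 0.2, 100% of 992 pileups were recovered. All 3 planted backgrounds gave 100%. In simulated libraries, 100% of 1000 planted consensus sites were found, a motif planted at a share of 0.1 in 500 peaks was called in 100% of runs, and among 200 random lists of 20 genes 1% passed an unadjusted p of 0.05. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

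Alternatives were stricter q thresholds (0.01 and 0.001), merging of peaks within 500 bp, the linear scale, a replicate block, each replicate left out, GR-con libraries added to the astrocytes, sites called in every library, summits within 100 bp, a covered share of 50%, motif windows of 51 and 201 bp, equal numbers of top peaks, distal peaks only, looser motifs, promoters of 2000 bp, a 10 kb window and assignment of sites to the nearest gene with lists matched on gene length. These alternatives, the lists, the motifs, the rule for named genes and the tests other than those named next were fixed before the data were examined. Peaks per unit of background, the gene lists without genes the study names as receptor sites or targets, each other cell type left out, distal overlap sites, and the replicates left out for NR-site shares, motifs, annotation and replicate overlap were added after seeing the data. So were the motif comparison of NR and GR-con astrocytes with neurons and the tests of depth and of GR-KO peaks in NFIA sites. The promoters with peaks in many libraries and the limit for rare elements were also added then.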

Results

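GR binding was profiled in 27 libraries and NFIA binding in 12. For GR, V1 astrocytes were sampled after normal or dark rearing (NR and DR, 3 libraries each) and with the receptor gene intact or deleted (GR-con and GR-KO, 2 libraries each). Oligodendrocytes, inhibitory neurons (InN) and excitatory neurons (ExN) of normally reared mice gave 3 libraries each, and 3T3 fibroblasts gave 2 libraries for each combination of vehicle or DEX with 50000 or 250000 nuclei. NFIA was profiled in astrocytes, oligodendrocytes, InN and ExN of normally reared mice, with 3 libraries each. The data are lists of peaks per library, so a region without a peak is one where the caller found no enrichment over IgG. The depth of each library is seen only through the background implied by its peaks, which lay between 0.0718 and 0.507 fragments per position wherever it was determined. Positions are given on mm10.

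Light rearing was compared with dark rearing to ask whether visual experience recruits GR to astrocyte chromatin. GR peaks were abundant in astrocytes of NR mice and scarce in those of DR mice. NR libraries held 12604 ± 9715 peaks (mean ± SD, n = 3) and DR libraries 130 ± 143 (n = 3), a 106-fold difference of geometric means. It was 210.0-fold without NR replicate 2, 68.1-fold without NR replicate 3, 61.9-fold without DR replicate 2 and 200.3-fold without DR replicate 3. The smallest NR library, with 2262 peaks, held more than the largest DR library, with 293. Of 12458 NR consensus sites, 12234 (98.2%) had no peak in any DR library. The sites found under NR lay near canonical glucocorticoid targets, near genes of astrocyte identity and maturation, and near circadian clock genes more often than near random genes. Housekeeping genes also exceeded random lists (20 of 20 with a site), but not with sites called in all 3 NR libraries. Here and below, random lists were matched on the density of gene starts and not on expression. These tests therefore do not compare a list with other expressed genes.

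The separation was complete, but 3 libraries against 3 cannot give an exact two-sided permutation p below 0.1, which is the value obtained (log2 difference 6.73, Benjamini-Hochberg adjusted p = 0.125 over 5 tests of peak numbers). NR libraries differed widely among themselves, with 14012, 2262 and 21539 peaks. The sites shared by the other NR libraries were called in 89.3%, 14.9% and 98.9% of cases in replicates 1, 2 and 3, against 0.172% to 9.20% in DR libraries; the NR consensus held 2044 sites without replicate 1 and 1836 without replicate 3, and the DR consensus 28 and 21 without replicates 1 and 3.

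**Figure D1:**
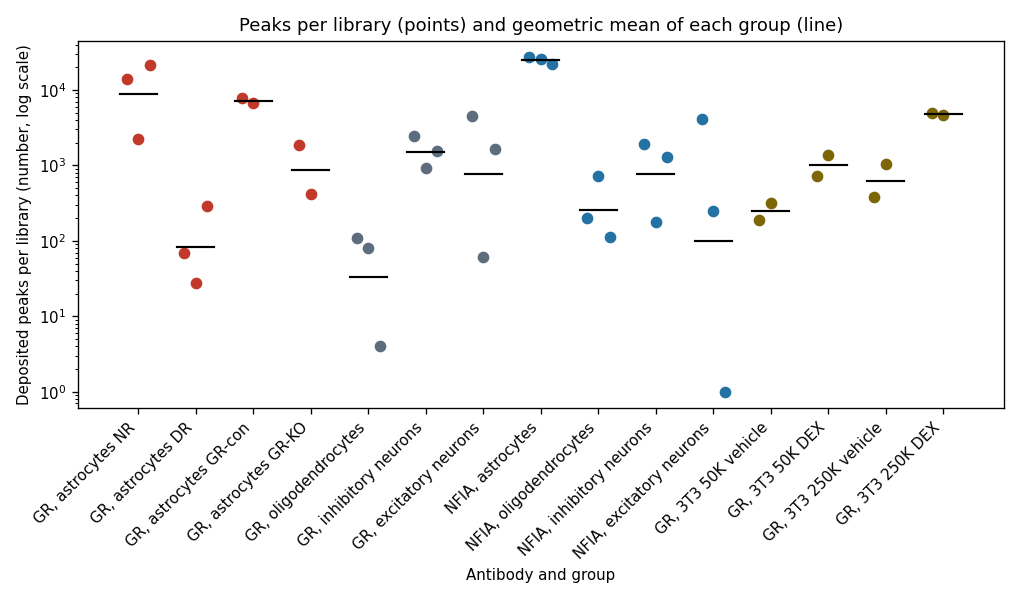
Number of peaks per library on a log axis for each group, with points for libraries and a line for the geometric mean. The 3 DR libraries (28 to 293 peaks) lie below every NR library (2262 to 21539), and NFIA peaks are most numerous in astrocytes (22373 to 27143).

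Among 30 canonical glucocorticoid targets, 25 (83.3%) had an NR site within 50 kb of the transcription start, against 48.8% in matched random lists (permutation test, p = 0.0002, the smallest these permutations can give, adjusted p = 0.000867). Sites called in all 3 NR libraries lay at the promoter of Glul, the glutamine synthetase of astrocytes (1:153899672–153900249), in an intron of Per1, a repressor of the circadian clock (11:69096796–69097311), upstream of Klf9, a Krüppel-like transcription factor (19:23133454–23134052, intergenic). Others lay in an intron of Mertk, a phagocytic receptor (2:128738631–128739270), and at a start inside Hif3a, a hypoxia-inducible factor subunit (7:17058114–17058620). Around the metallothionein genes Mt1 and Mt2, which bind metal ions, 13 and 14 NR sites lay within 50 kb, the best of them intergenic at 8:94154276–94155030. An intron of Aldh1l1 held a site (6:90506948–90507229) that also lies within the window of Klf15.

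Of 40 genes of astrocyte identity and maturation, 38 (95%) had an NR site, against 46.0% in random lists (permutation test, adjusted p = 0.000867). The exceptions were Ednrb and Slc4a4. Some genes of this list and of the glucocorticoid targets are named by the study's text as receptor sites or targets, so for these the lists are not independent evidence. With them left out, which was tested only after the results were seen, 31 of 33 astrocyte genes (93.9% against 47.3%, permutation test, adjusted p = 0.0013) and 22 of 26 glucocorticoid targets (84.6% against 48.3%, permutation test, adjusted p = 0.00173) had an NR site. Sites in all 3 libraries included an intron of Aqp4, the water channel of astrocyte endfeet (18:15405130–15405415), and the promoter of Nfia (4:97772146–97772599). Further sites of this kind were at an annotated start upstream of Cst3, which encodes cystatin C (2:148889972–148890714), and in intergenic regions near Id3 (4:136104423–136105301), Ttyh3 (5:140659684–140660340) and Hepacam, an adhesion protein of glia (9:37358677–37359394). Of 18 clock genes, 16 (88.9%) had a site, against 46.5% (permutation test, adjusted p = 0.00195). They included introns of Rora (9:68679908–68680370) and Cry2 (2:92424758–92425319) and the genes of the REV-ERB repressors, Nr1d1 (11:98809539–98809848) and Nr1d2 (14:18270974–18271267). These calls held for NR sites in every alternative setting run.

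Immediate early genes, which neuronal activity and other stimuli induce within minutes, had sites at 15 of 19, including the promoter of Jun (4:95052128–95052822), against 51.7% in random lists (permutation test, adjusted p = 0.0562). The extracellular matrix genes had sites at 7 of 12 (permutation test, adjusted p = 0.432), among them an intron of Scrg1 (8:57457201–57457448) and a region near the protease gene Adamts16 (13:70862671–70862863). The study chose this list on related samples, so it is not independent evidence. Synapse organisers had sites at 8 of 15, including Sparc, Ncan and Sparcl1 (permutation test, adjusted p = 0.640). Markers of ExN (4 of 15), InN (3 of 17), endothelial and mural cells (3 of 16), oligodendrocyte lineage (8 of 18), microglia (6 of 13) and fibroblasts (7 of 16) did not differ from random lists. All 20 housekeeping genes had an NR site, against 55.8% (permutation test, adjusted p = 0.000867), but with sites called in all 3 libraries their share stood at −2.07 percentage points relative to random lists, and without replicate 1 or replicate 3 at −3.20 and −1.94.

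**Figure D2:**
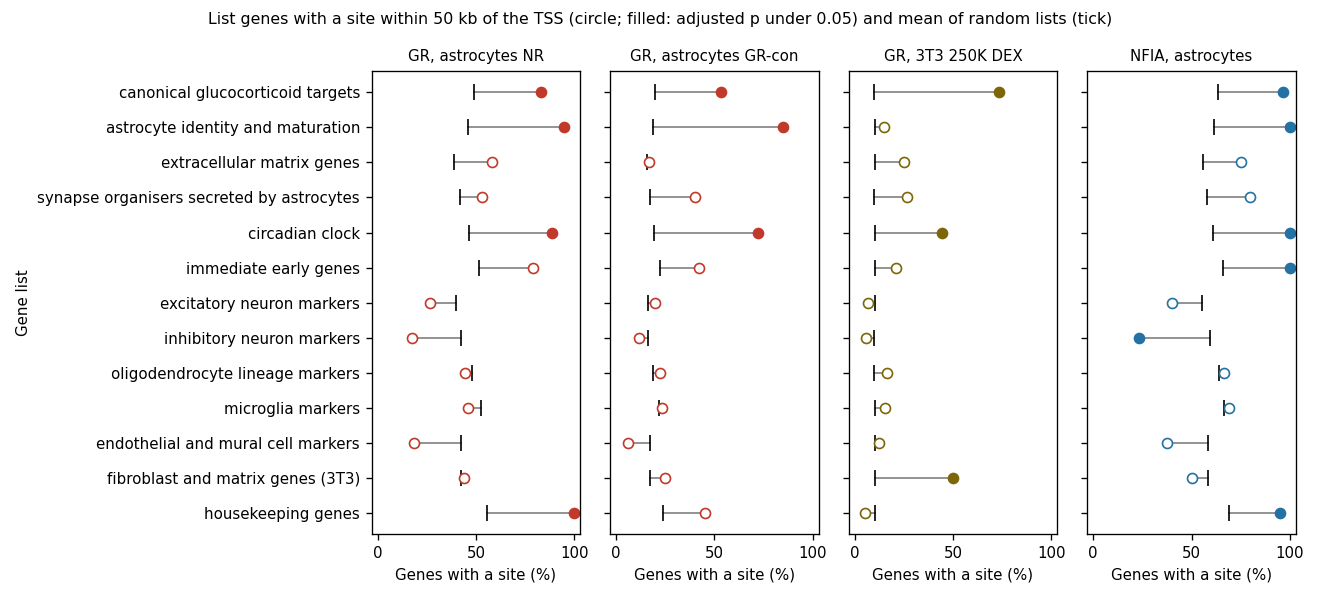
Percentage of each list's genes with a consensus site within 50 kb of the transcription start, for GR in NR and GR-con astrocytes, GR in 3T3 cells with DEX and 250000 nuclei, and NFIA in astrocytes. Filled circles mark an adjusted permutation p under 0.05 and ticks the mean of random lists; astrocyte genes reach 95% in NR and 85.0% in GR-con astrocytes.

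Of the 12 best-ranked sites called in every NR library and in no DR library, several lay in introns. These included Ntm, a neural adhesion molecule (9:29949119–29949470), Plpp3, a lipid phosphatase (4:105180967–105181652), Gnao1, a G-protein subunit (8:93917585–93918499), and Myo6, an unconventional myosin (9:80178754–80179018). Others lay at a start inside Sfxn5, a mitochondrial carrier (6:85320333–85320913), and at the promoters of S1pr1, a sphingosine 1-phosphate receptor (3:115714757–115715285), and Garem1 (18:21299965–21300657). Other such sites had Plxnb1, a semaphorin receptor (9:109097765–109098269), and Gm9833 (3:10126887–10127349) as the nearest gene. The fold enrichment over background that the authors' peak caller gave each peak, used here only within a list, ranged over libraries from 17.0 to 29.7 at Ntm and from 10.5 to 42.0 at Sfxn5.

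Of 63 DR consensus sites, 38 (60.3%) had a peak in all 3 NR libraries and 4 in none. The best-ranked was in an intron of Abhd6, a monoacylglycerol hydrolase (14:8030631–8030768), with folds of 22.5 to 51.5. It was called in 3 of 3 DR and 2 of 3 NR libraries. Promoters of Mrpl45 (11:97315653–97315839), Ptms (6:124920146–124920294), Mxi1 (19:53369832–53369982) and Stip1, a co-chaperone (19:7040038–7040420), and regions near Lao1 (4:119008627–119008883), Lpp (16:24282330–24282556) and Ergic1 (17:26504053–26504524) were called in every DR and every NR library. From the lists, DR sites lay near Bcl6 and Scrg1.

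Genes that the study's text names as receptor sites or targets, which are not independent evidence either, were counted for peaks within 50 kb. Aldoc, the aldolase of astrocytes, had 5.33 ± 4.51 peaks under NR (SD, n = 3) and was listed at 0 under DR, with its best site at the promoter (11:78322454–78322795, 2 NR libraries). Mt1 had 10.3 ± 7.23, Hif3a 5.67 ± 4.16 and Fam107a 5 ± 3.61 peaks under NR, and each was listed at 0 under DR. Gjb6, which encodes connexin 30, had 4 ± 1 under NR and 0.333 under DR. Etnppl, a phospholyase of ethanolamine phosphate (3:130633831–130634272, intron), and Cables1 (18:11839265–11839454, promoter, 2 libraries) had 1.33 each under NR, and Ezr, the cytoskeletal linker ezrin, had 3 ± 3. Zbtb16 had 0.333 under NR, from 1 of 3 libraries, and these 4 genes were listed at 0 under DR. Aldh1a1 had 1.67 under NR and 0.333 under DR.

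By position, 45.6% of NR sites (Wilson 95% interval 44.8 to 46.5, counting error only) lay within 500 bp of a transcription start, 30.4% in introns, 20.4% in intergenic regions and 3.52% in exons. Of DR sites 19.05% (11.2 to 30.4) lay at promoters, 33.3% without DR replicate 3, 28.6% without replicate 1 and 30.2% with promoters of 2000 bp. At NR summits the NFI half-site stood in 13.3% ± 1.77 of windows centred on them (SD, n = 3) against 5.06% in flanks. The full GRE stood in 0.492% ± 0.152 against 0.0657%, and both were above flanks in 3 of 3 libraries (exact binomial test, highest adjusted p for the GRE = 0.0015 over 324 tests). The looser motif (log2 ratio 0.03) was above flanks in 0 of 3 NR libraries and below them in 1. In equal numbers of top peaks (1.85) the GRE no longer passed in every NR library, and among those top peaks 22.4% lay at promoters. AP-1, the site of Fos and Jun, stood in 1.76% ± 0.279 of windows against 1.68% in flanks and passed in none of the 3 libraries. In DR the NFI half-site stood in 17.4% of windows against 3.92% in both libraries with enough peaks (exact binomial test, highest adjusted p = 0.0328). The GRE stood in 0.512% ± 0.724 of their windows, close to the NR share, and was above flanks in 0 of 2. These libraries held 69 and 293 peaks, too few at such a share for the test to pass. It therefore does not set DR apart from NR.

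The deletion of the receptor gene in astrocytes asked which of these peaks depend on the receptor. Peak lists carry no expression, so they do not check the deletion itself. The receptor gene Nr3c1 had 1 ± 1.41 peaks within 50 kb in GR-con (SD, n = 2) and was listed at 0 in GR-KO. GR-con libraries held 7761 and 6792 peaks and GR-KO libraries 1846 and 413, an 8.32-fold difference of geometric means that was 17.6-fold without GR-KO replicate 1 and 3.93-fold without GR-KO replicate 2. Of 3945 GR-con sites, 2725 (69.1%) had no peak in either GR-KO library, among them sites at the clock gene Per1 and upstream of the secreted synaptic protein Lgi1 that hold a full GRE. At NR sites, the share with a peak was 44.1% ± 0.630 in GR-con and 6.72% ± 6.83 in GR-KO (11.6% and 1.89%).

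With 2 libraries against 2 the exact two-sided permutation p cannot fall below 0.333, the value obtained for both the peak number (log2 difference 3.06, adjusted p = 0.333 over 5 tests) and the share of NR sites. The GR-KO libraries differed in implied background, 0.279 and 0.0718 against 0.224 and 0.211 in GR-con, a value that scales with depth, and at sites called in all 3 NR libraries the shares were 87.3% in GR-con and 23.8% in GR-KO. Without NR replicates 1 and 3 they were 83.3% and 87.01% in GR-con and 22.0% and 23.7% in GR-KO.

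**Figure D3:**
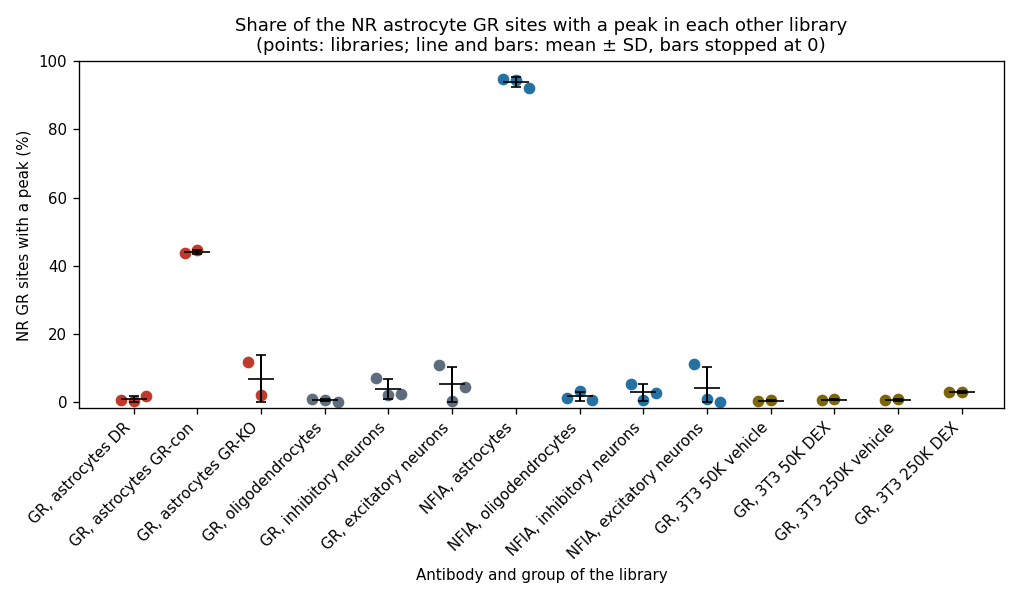
Percentage of NR consensus sites with a peak in each library outside the NR group, with points for libraries and a line for the mean ± SD, stopped at 0. NFIA libraries of astrocytes reach 94.0% ± 1.42, GR-con libraries 44.1% ± 0.630 and GR-KO libraries 11.6% and 1.89%.

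In GR-con astrocytes, 34 of 40 astrocyte genes (85.0% against 18.5% in random lists), 16 of 30 canonical glucocorticoid targets (53.3% against 19.8%) and 13 of 18 clock genes (72.2% against 19.5%) had a site within 50 kb (permutation test, p = 0.0002 and adjusted p = 0.000867 for each). With the same genes left out as under NR, 27 of 33 astrocyte genes and 13 of 26 glucocorticoid targets had a site (permutation test, adjusted p = 0.0013 and 0.0052). Among glucocorticoid targets these included an intron of Tsc22d3, the anti-inflammatory leucine zipper GILZ (X:140572967–140573306), the promoter of the transcriptional repressor Bcl6 (16:23988560–23988677), and Mt1 and Mt2 (8:94189295–94189648, intergenic). Among astrocyte genes they included a region upstream of the glutamate transporter gene Slc1a2 (2:102649253–102649552) and an intron of Aqp4 (18:15405233–15405396). Clock genes with a site included the promoters of Arntl (7:113207150–113207393) and Per2 (1:91459335–91459455), introns of Rora and Cry2, and a site near Tef (15:81839720–81839938). Synapse organisers (6 of 15), immediate early genes (8 of 19) and housekeeping genes (9 of 20) had an adjusted permutation p = 0.156 each. In GR-KO, list members with a site were Fgfr3, Ttyh3, Ncan, Jun, Olig1 and Olig2, and no list passed.

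Of the 12 best-ranked sites of both GR-con libraries without a GR-KO peak, several lay in introns. These included Abhd6 (14:8030630–8030756, fold 19.4 to 23.4), Per1 (11:69096966–69097313, fold 16.2 to 18.0), Tns3, a focal adhesion protein (11:8446096–8446479), Nrxn2, a presynaptic adhesion protein (19:6451936–6452437), and Nim1k (13:119753905–119754137). The Per1 site holds the GRE AGAACACGATGTTCC at 69097076, and the site 3985 bp upstream of Lgi1 (19:38260435–38260671) holds AGCACAGGCTGTTCC at 38260534. Promoters of Ptms (6:124919825–124919926) and Prmt1, an arginine methyltransferase (7:44986429–44986890), a start inside Spire1 (18:67497881–67498445) and a site nearest to Grifin (5:140549788–140550072) were also among them. Of 100 GR-KO consensus sites, 92 had a peak in both GR-con libraries. They included the promoter of Jun (4:95052232–95052403), Ntm (9:29949172–29949446), introns of Grm3, a metabotropic glutamate receptor (5:9557717–9557879), Myo10 (15:25761827–25762003) and the protocadherin Pcdh10 (3:45385135–45385311), and a site near Gpr37l1, a receptor of astrocytes (1:135158790–135158934).

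Among the fixed genes, Mt1 had 7 ± 1.41 peaks in GR-con and 0.5 in GR-KO, and Aldoc (4), Fam107a (4), Hif3a (3.5), Aldh1a1 (2.5), Etnppl (1.5), Cables1 (1.5) and Ezr (1.5) were listed at 0 in GR-KO. At summits the GRE stood in 0.839% ± 0.271 of GR-con windows against 0.0649% in flanks (2 of 2 libraries, exact binomial test, highest adjusted p = 5.98e-09) and in 0.175% of GR-KO windows against 0.0605% (0 of 2 libraries). Both GR-con shares lay above both GR-KO shares, and 2 libraries against 2 cannot give an exact permutation p below the 0.333 obtained. With the looser motif the GRE passed in 1 of 2 GR-con libraries (log2 ratio 0.33). The NFI half-site was above flanks in GR-con (14.7% ± 2.10 against 5.17%) and in GR-KO (15.4% ± 3.97 against 4.93%), in 2 of 2 libraries each. The LHX homeobox site stood in 4.40% of GR-con windows against 2.66% (2 of 2 libraries, exact binomial test, highest adjusted p = 0.0125) and in 5.03% of GR-KO windows against 3.04% (1 of 2 libraries). In NR astrocytes it stood in 2.92% of windows against 2.64% and passed in 0 of 3 libraries. At astrocyte NFIA summits it was below flanks in 3 of 3 libraries (2.10% against 2.50%, exact binomial test, highest adjusted p = 0.0205).

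**Figure D4:**
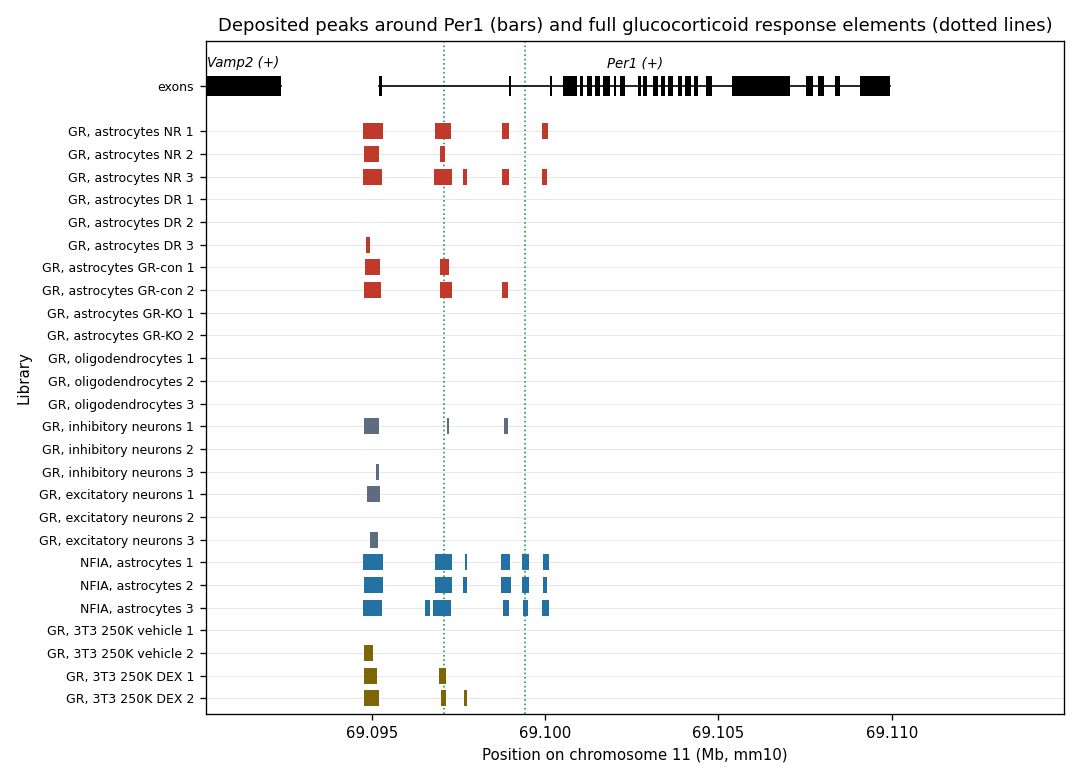
Peaks of each library over 11:69090217–69114960, with the exons of Vamp2 and Per1 and dotted lines at the matches to the full GRE. Every NR, GR-con and NFIA astrocyte library has a peak over the GRE in the Per1 intron at 69097076, and no DR or GR-KO library does.

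GR was profiled across V1 cell types to ask whether its binding is particular to astrocytes. According to the study's methods, astrocyte nuclei were labelled by an injected virus and those of the other cell types by transgenic mouse lines. For GR and for NFIA, cell type therefore cannot be told apart from the label and the mouse line. GR libraries of oligodendrocytes held 65.0 ± 54.8 peaks, InN 1632 ± 769.7 and ExN 2089 ± 2284 (SD, n = 3 each), against 12604 ± 9715 in NR astrocytes, a 26.1-fold difference of geometric means between astrocytes and the 9 other libraries. Peaks of the other cell types covered 0.471% ± 0.408 of NR sites in oligodendrocytes, 3.71% ± 2.86 in InN and 5.04% ± 5.26 in ExN. Without NR replicates 1 and 3 these shares were 2.05% and 2.02% in oligodendrocytes, 6.57% and 6.21% in InN and 9.28% and 8.73% in ExN. Of the sites of these cell types, 34.2% of InN and 46.5% of ExN sites overlapped an NR site. NFI half-sites were frequent at astrocyte summits and AP-1 sites at neuronal summits.

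The exact two-sided permutation p for astrocytes against the other cell types was 0.0318, and the adjusted p = 0.0795 did not pass (log2 difference 4.71, 220 splits). Without the oligodendrocyte libraries the log2 difference was 3.03 (exact p = 0.0833). Against single cell types the differences were 268-fold for oligodendrocytes (exact permutation p = 0.1, adjusted p = 0.15), 11.4-fold for ExN and 5.83-fold for InN (exact permutation p = 0.2 and adjusted p = 0.2 each), in a family of 6 tests. Single libraries moved these folds: without oligodendrocyte replicate 3, which held 4 peaks, the 26.1-fold difference was 15.01-fold and the 268-fold difference 93.3-fold, against 489-fold and 419.8-fold without oligodendrocyte replicates 1 and 2, and the ExN fold was 3.21 without ExN replicate 2, which held 61 peaks, and 27.8 without ExN replicate 1. Without NR replicate 2 every fold of NR astrocytes over other cell types was 1.97 times higher, and without NR replicate 3 it was 1.56 times lower. The median expected pileup at summits was 19.8 and 21.2 in oligodendrocyte replicates 1 and 2 and 1.94 in replicate 3. In NR libraries it was 0.922 to 1.62. In GR libraries of ExN it was 3.31 to 5.34 and in those of InN 1.17 to 2.32. Whether this local background lowered the number of peaks in the other cell types was not tested.

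Of 1826 sites called in all 3 NR libraries, 1449 had no peak in any library of another cell type. The best-ranked of them included Lpp (16:24282125–24282689), Fbxo2, an F-box protein that binds glycoproteins (4:148166364–148166839), Zfp36l1, which promotes decay of mRNA (12:80062419–80063040), Tmem161b (13:84571389–84571784), Cst3, Aqp4, Plpp3, Gnao1, Ntm and Sfxn5. Of the sites most often called in the other cell types, the promoters of Jun (4:95052230–95052403) and Zbtb20, a transcriptional repressor (16:42875405–42875825), had a peak in 8 of 9 libraries. Those of Sp1, Cic, Stip1, Khsrp, Ggps1 and Hbp1 had one in 7 of 9, and all were called in 3 of 3 NR libraries. In InN, 6 of 18 clock genes had a site (33.3% against 4.80% in random lists, permutation test, adjusted p = 0.0104), namely Arntl, Cry2, Hlf, Nr1d1, Nr1d2 and Per1. No list passed with a 10 kb window, with sites of every library, or without replicate 1 or replicate 3. Of 17 InN markers, 3 had a site, among them the homeobox genes Dlx5 and Dlx6 (permutation test, adjusted p = 0.230). In ExN 6 of 18 clock genes had a site (permutation test, adjusted p = 0.0572). In oligodendrocytes Sparc, Arntl and Jun were the list members with a site.

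AP-1 sites stood in 6.79% ± 1.75 of InN windows against 1.58% in flanks (3 of 3 libraries) and in 5.47% ± 0.585 of ExN windows against 1.34% (2 of 3 libraries). The E-box CAGCTG stood in 15.4% ± 3.09 of InN windows against 4.20% (3 of 3 libraries) and in 8.03% of NR windows against 4.72% (3 of 3 libraries). In a comparison chosen after seeing the data, the 5 NR and GR-con libraries had more NFI half-sites than the 6 neuronal libraries (13.9% against 7.91%), fewer AP-1 sites (1.73% against 6.13%; exact permutation p = 0.00216, the smallest of 462 splits, adjusted p = 0.00974 over 9 motifs for both) and more full GREs (0.631% against 0.163%, exact permutation p = 0.0108, adjusted p = 0.0325). In the comparison fixed beforehand, NR against all other cell types, neither the GRE (0.492% against 0.122%, exact permutation p = 0.0182, adjusted p = 0.0818) nor the NFI half-site (13.3% against 7.69%, exact permutation p = 0.00606, adjusted p = 0.0545) passed. Neither did AP-1 (1.76% against 4.60%, exact permutation p = 0.170, adjusted p = 0.509).

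**Figure D5:**
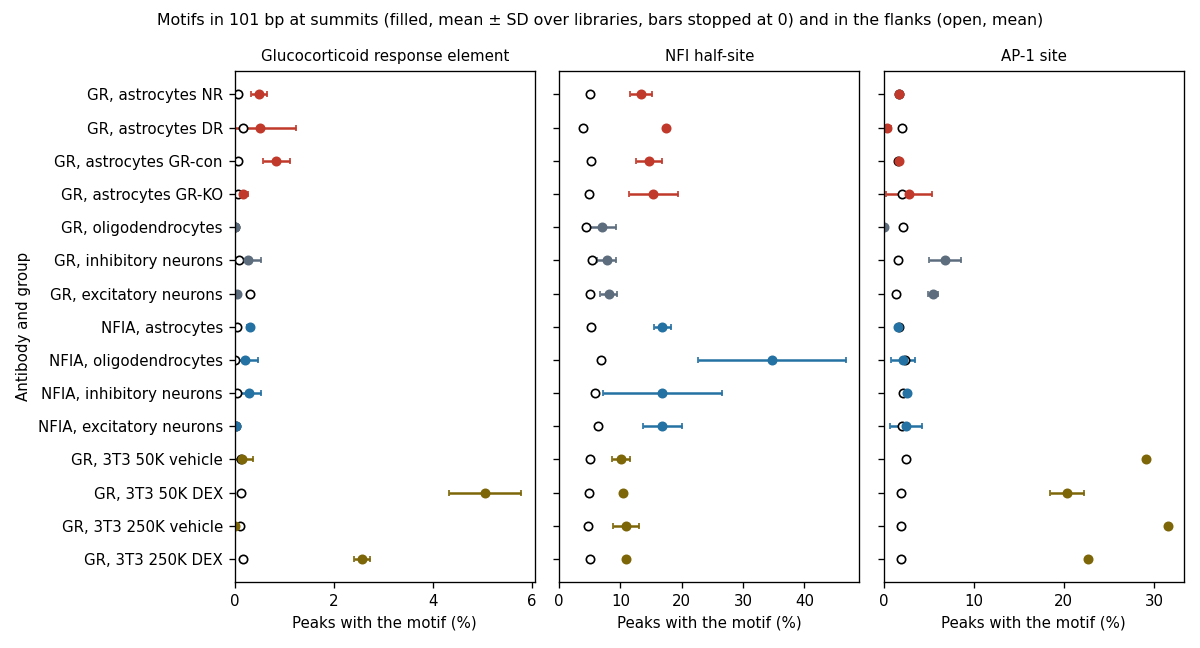
Percentage of windows centred on summits with the full GRE, the NFI half-site or AP-1, with filled points for the mean ± SD over libraries at summits and open points for the mean at flanks 1 kb away. The GRE is most frequent in 3T3 cells with DEX and 50000 nuclei (5.04% ± 0.726) and AP-1 lies between 20.4% and 31.5% in the 4 groups of 3T3 cells.

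NFIA, a transcription factor of glial development, was profiled in the same cell types to ask whether GR and NFIA share regions in astrocytes. NFIA libraries of astrocytes held 24986 ± 2417 peaks, against 345 ± 329.9 in oligodendrocytes, 1124 ± 876 in InN and 1473 ± 2341 in ExN (SD, n = 3 each), a 92.8-fold difference of geometric means that passed the test. Of 12458 GR sites of NR astrocytes, 11872 (95.3%) overlapped an NFIA consensus site, and of 23495 NFIA sites 11849 (50.4%) overlapped a GR site. Every one of the 40 astrocyte genes and 18 clock genes had an NFIA site within 50 kb.

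The exact two-sided permutation p for peak numbers was 0.00909 (log2 difference 6.54, adjusted p = 0.0455 over 5 tests), and single cell types gave 98.6-fold (oligodendrocytes), 32.8-fold (InN) and 247-fold (ExN) differences, each with an exact permutation p = 0.1, the smallest for 3 against 3 (adjusted p = 0.15). ExN replicate 3 held 1 peak, and without it the ExN fold was 24.6 and the 92.8-fold difference 46.1-fold, while the ExN fold was 1588 without replicate 1 and 386 without replicate 2. The oligodendrocyte fold was 167 without oligodendrocyte replicate 2 and 65.4 without replicate 3, and the InN fold 52.0 without InN replicate 1 and 15.9 without replicate 2. The call was lost when any astrocyte replicate was left out (exact permutation p = 0.0727). With the replicate number as a block it was lost as well (exact permutation, adjusted p = 0.0781). The astrocyte effect of NFIA exceeded that of GR by 1.83 on the log2 scale, which did not pass (exact permutation p = 0.349).

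The overlap of GR with NFIA sites had a Wilson 95% interval of 94.9 to 95.7, and random placement gave 0.470% and placement 5 to 50 kb away 1.73%; no placement reached the observed share (permutation p = 0.0099, the smallest for 100 placements). It was 93.3% at GR sites beyond 500 bp of a start (6316 of 6772) and 97.7% at promoters (5556 of 5686). The reverse share, 50.4%, was 10.0% for sites called in all 3 libraries of each protein, 8.33% without NR replicate 1 and 7.63% without NR replicate 3. NFIA peaks covered 94.0% ± 1.42 of NR GR sites in astrocytes, 1.50% ± 1.45 in oligodendrocytes, 2.71% ± 2.44 in InN and 3.95% ± 6.26 in ExN. The random and shifted placements were not limited to accessible regions, so they do not show how far the overlap is particular to astrocytes. GR peaks of other cell types also lay in astrocyte NFIA sites. The shares were 100%, 97.5% and 25.0% in oligodendrocyte replicates 1, 2 and 3, which held 110, 81 and 4 peaks. They were 24.1% to 45.9% in InN and 38.6% to 59.0% in ExN, against 82.1% to 90.7% in NR astrocytes.

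Of 17266 NFIA sites called in every astrocyte library, 14249 had no NFIA peak in another cell type. Among the 12 best-ranked, in no order, were sites in introns of Sfxn5 (6:85302294–85303031) and Fam222b (11:78152305–78152869). Others lay upstream of Cbs, the cystathionine beta-synthase (17:31638298–31638488), at a start inside Hif3a (7:17058085–17058711), near Tmod2 (9:75599141–75599753) and 201198 bp from Sox9, a transcription factor of astrocytes (11:112983256–112983620). In the other cell types, a site near Asb17 (3:153806436–153806629) was called in 9 of 9 libraries, and the promoter of Tef (15:81802420–81802765) and an intron of Zbtb16 (9:48740203–48740449) were among those most often called. Beside astrocyte and clock genes (61.5% and 61.0% in random lists, adjusted p = 0.00173 by permutation), NFIA sites lay near 29 of 30 glucocorticoid targets (permutation test, adjusted p = 0.00173), 19 of 19 immediate early genes (adjusted p = 0.00325 by permutation) and 19 of 20 housekeeping genes (adjusted p = 0.0238 by permutation). They lay near 4 of 17 InN markers, below the 59.6% of random lists (adjusted p = 0.0130 by permutation). With sites called in every library, the adjusted permutation p was 0.0871 for immediate early genes and 0.0744 for InN markers. Aldoc had 9.67, Hif3a 10.3, Mt1 13.7 and Fam107a 9.33 NFIA peaks within 50 kb per astrocyte library.

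NFI half-sites stood in 16.9% ± 1.40 of astrocyte NFIA windows against 5.17% in flanks and in 34.7% ± 12.1 of oligodendrocyte NFIA windows against 6.88% (3 of 3 libraries each). In InN they stood in 16.9% ± 9.73 (3 of 3 libraries) and in ExN in 16.8% ± 3.21 (2 of 2 libraries with enough peaks). The full NFI site stood in 0.327% ± 0.0190 of astrocyte windows against 0.00472% (3 of 3 libraries, exact binomial test, highest adjusted p = 8.29e-19). It stood in 4.88% ± 2.19 of windows in the far shorter oligodendrocyte lists (3 of 3 libraries, exact binomial test, highest adjusted p = 0.0389). In InN and ExN it passed in 2 of 3 and 1 of 2 libraries. The full GRE was also above flanks at astrocyte NFIA summits (0.302% ± 0.0481 against 0.0520%, 3 of 3 libraries, exact binomial test, highest adjusted p = 1.85e-08). Its looser form was below flanks (log2 ratio −0.28), but not in every library after adjustment (exact binomial test, highest adjusted p = 0.107). At the same summits the CTCF core stood in 1.40% of windows against 0.0776% and CREB in 1.09% against 0.0748%. Both were above flanks in 3 of 3 libraries (exact binomial test, highest adjusted p = 8.51e-73 and 5.82e-49). In NR GR libraries the CTCF core passed in 2 of 3. Of NFIA sites in astrocytes, 40.4% lay at promoters, 33.0% in introns and 22.5% in intergenic regions, and 18.0% of equal numbers of top peaks lay at promoters.

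In 3T3 fibroblasts, DEX was set against vehicle to ask whether the assay detects binding that depends on ligand at either number of nuclei. DEX libraries held more GR peaks, with 1056 ± 474 against 189 and 320 at 50000 nuclei (4.07-fold) and 4832 ± 252 against 708.5 ± 462 at 250000 nuclei (7.68-fold; SD, n = 2 each). Sites present with DEX and absent with vehicle lay in introns of Fkbp5, a co-chaperone of the receptor, and Per1, and near Sgk1, a kinase, and Pdk4, a kinase of pyruvate dehydrogenase. Of 30 canonical glucocorticoid targets, 22 (73.3%) had a site within 50 kb with DEX and 250000 nuclei, against 10.1% in random lists (permutation test, p = 0.0002, adjusted p = 0.0026).

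Over both numbers of nuclei the log2 difference was 2.48 with an exact two-sided permutation p of 0.0556, the smallest of the 36 arrangements (adjusted p = 0.0926), so the design could not pass. The 7.68-fold difference was 4.67-fold without vehicle replicate 1 of 250000 nuclei and 12.6-fold without replicate 2, and the difference between the 2 numbers of nuclei was 0.92 (exact permutation p = 0.611).

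Of 2885 sites with DEX at 250000 nuclei, 2293 (79.5%) had no vehicle peak, as had 393 of 510 (77.1%) at 50000 nuclei, and 489 of the 510 (95.9%) were called in both DEX libraries of 250000 nuclei. The Fkbp5 site (17:28420191–28420728, fold 21.3 to 25.3) holds the GRE AGAACACCCTGTTCT at 28420321, and sites nearest to Chd2 (7:73609002–73609227) and in an intron of Ltbp1 (17:75275333–75275679) hold AGCACAGACTGTTCT at 73609079 and GGTACAGAATGTCCC at 75275555. Introns of Rad51b (12:79352262–79352808), the transcription factor gene Foxp1 (6:99446817–99447515) and Fggy (4:95913089–95913357), Per1 (11:69096932–69097132), Hif3a (7:17058193–17058514), Pdk4 (6:5443052–5443582) and a region 96271 bp upstream of Sgk1 (10:21785792–21786040) were also among the best-ranked. Fkbp5, Rad51b, Hif3a and Foxp1 were so at both numbers of nuclei. Further glucocorticoid targets with a site were Dusp1, a phosphatase of MAP kinases (17:26592485–26592885), Ddit4 (10:59909459–59909718), Nfkbia, the inhibitor of NF-kappa-B (12:55461871–55462276), Glul, with AGAACAATATGTTCC at 1:153901625, and Mt1 and Mt2, with AGGACAGCCTGTCCT in the site 8:94171252–94171856.

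Fibroblast genes had sites at 8 of 16 (50.0% against 10.2% in random lists, permutation test, adjusted p = 0.0026), among them Col3a1, Thy1, Vim, Postn and Ccn2, and clock genes at 8 of 18 (44.4%, permutation test, adjusted p = 0.0026; 0.0771 with a 10 kb window). Astrocyte genes had sites at 6 of 40 (permutation test, adjusted p = 0.798). Mt1 had 6, Mt2 5, Aldh1a1 4, Hif3a 1 and Fam107a 1 peaks within 50 kb with DEX and 250000 nuclei, while Aldoc, Gjb6, Etnppl, Cables1 and Ezr were listed at 0. Sites most often called with vehicle included a region near Coro2b (9:62560075–62560406, fold 26.8 to 30.4) and the promoters of Stip1 and Brd2.

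With DEX the full GRE stood in 5.04% ± 0.726 of windows at 50000 nuclei against 0.125% in flanks and in 2.57% ± 0.163 at 250000 nuclei against 0.175% (2 of 2 libraries each, exact binomial test, highest adjusted p = 9.82e-12 and 8.56e-26), while with vehicle it passed in no library. AP-1 stood in 20.4% and 22.7% of windows with DEX and in 29.1% and 31.5% with vehicle, at 50000 and 250000 nuclei, above flanks in 2 of 2 libraries of each group. Between treatments, over both numbers of nuclei, the GRE was at 3.81% with DEX and 0.0781% with vehicle and AP-1 at 21.5% and 30.3% (exact permutation p = 0.0556, the smallest possible, adjusted p = 0.167 over 9 motifs for both). Promoters made up 8.25% of sites with DEX at 250000 nuclei, introns 48.1% and intergenic regions 40.7%, and promoters 15.6% of equal numbers of top peaks and 17.4% of sites with promoters of 2000 bp.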

Values the study reported

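The study reported 6,274 sites of light-induced GR binding in V1 astrocytes, taken from a read-level comparison of DR with NR libraries at an adjusted P below 0.01. For 3T3 cells it compared vehicle with dexamethasone at an adjusted P below 0.1. Consensus sites of GR and NFIA across cell types were those found in 2 of 3 replicates.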

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

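Leaving out each other cell type, the gene lists without genes the study names, peaks per unit of background, distal overlap sites, and the replicates left out for shares of NR sites, motifs, promoters and replicate overlap were tested only after the results were seen, and the motif and group pairs given here were picked after the motif results were seen. Of 680 alternative values, 550 kept their direction and side of the threshold or stayed within the spread, and 4 reversed. Of the unchanged values, 51 could not have changed, because the lists hold only chromosomes 1 to 19, X and Y and the in vivo lists only peaks with a q below 0.01, so they say nothing of stability. On the linear scale the log2 ratios of peak numbers were 6.60 for NR over DR, 2.69 for GR-con over GR-KO, 3.32 for GR in astrocytes, 4.67 for NFIA in astrocytes and 2.41 for DEX. Adding the GR-con libraries to the NR astrocytes gave 4.60 (exact permutation p = 0.00899). The comparisons of NR with DR, GR-con with GR-KO and DEX with vehicle have too few libraries to pass 0.05, so an unchanged call says nothing there. Only upper limits of the implied background are known for DR replicate 2, every GR oligodendrocyte library, NFIA oligodendrocyte replicate 3 and NFIA ExN replicate 3. The cause was not tested for any value below except where fewer libraries or sites enter by construction.

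With the replicate number as a replicate block, peak numbers differed by 6.73 (exact permutation p = 0.25), 3.06 (p = 0.5), 4.71 (p = 0.0469), 6.54 (p = 0.0156) and 2.48 (p = 0.125) on the log2 scale for NR, GR-con, GR in astrocytes, NFIA in astrocytes and DEX. After adjustment over the 5 tests, 1 passed without the block, that of NFIA, and 0 with it (NFIA exact permutation, adjusted p = 0.0781). Whether the numbers pair the libraries is not settled: correlations of deviations in groups with 3 pairs ran from −0.58 to 1.00, and 3 pairs are too few to decide. A batch shared by libraries of the same replicate number is therefore not excluded.

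For GR in astrocytes against other cell types the log2 difference was 3.03 without oligodendrocytes (exact permutation p = 0.0833) and 5.79 without InN (p = 0.0595). Per unit of background it was 3.55 (exact permutation p = 0.0714), with no oligodendrocyte library, since their backgrounds are not determined, so the value to set beside it is 3.03. Leaving out single libraries gave 3.91 to 5.69, and the unadjusted call was lost without NR replicate 1 (4.37, exact permutation p = 0.109), 2 (5.69, p = 0.0727) or 3 (4.06, p = 0.109), oligodendrocyte replicate 1 (4.51, p = 0.0848) or 2 (4.45, p = 0.0727), or ExN replicate 2 (4.40, p = 0.0848). For NFIA the range was 5.53 to 7.03, and the call was lost without astrocyte replicate 1 (6.47), 2 (6.52) or 3 (6.61), each with an exact permutation p = 0.0727.

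Sites called in every library numbered 21 in DR, 1826 in NR, 1 in GR oligodendrocytes, 152 in GR InN, 35 in GR ExN, 63 in NFIA oligodendrocytes, 67 in NFIA InN and 1 in NFIA ExN. With single replicates left out the counts were 21 (without replicate 3) to 56 in DR, 1836 (without replicate 3; 2044 without replicate 1) to 12218 in NR, 1 (without replicate 1 or 2) to 48 in oligodendrocytes, 248 (without replicate 1; 323 without 3, 494 without 2) in InN, 38 (without replicate 1; 45 without 3) to 927 in ExN, 65 (without replicate 2; 93 without 1) to 160 in NFIA oligodendrocytes, 78 (without replicate 1; 112 without 3) to 386 in NFIA InN and 1 (without replicate 1 or 2) to 215 in NFIA ExN. DR held 28 without replicate 1.

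At sites called in all 3 NR libraries, the share with a peak was 3.89% in DR, 87.3% in GR-con, 23.8% in GR-KO and 2.03% in oligodendrocytes, and for summits within 100 bp it was 40.7% in GR-con. Without NR replicate 2, 1 or 3 these shares were 0.677%, 4.26% and 3.83% in DR, 43.9%, 83.3% and 87.01% in GR-con, 6.70%, 22.0% and 23.7% in GR-KO, and 0.437%, 2.05% and 2.02% in oligodendrocytes. GR sites overlapped NFIA sites in 94.4% for sites of all 3 libraries, 93.3% for distal sites and 89.7% to 97.8% with replicates left out. NFIA sites overlapped GR sites in 10.0% for sites of all 3 libraries, and with replicates left out in 7.63% (without NR replicate 3; 8.33% without NR replicate 1) to 60.05% (without NFIA replicate 1). For summits within 100 bp, replicate overlap was 49.4% in GR-con and 53.7% with DEX at 250000 nuclei.

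Log2 ratios of motif shares at summits to flanks follow. For the looser GRE they were 0.0344 in NR, 0.33 in GR-con, −0.0069 in GR-KO, −0.30 in InN, −0.28 in NFIA astrocytes, −0.23 in vehicle at 50000 nuclei and 0.27 in vehicle at 250000 nuclei, and for the looser full NFI site 1.38 in NR, where it passed. For the GRE they were 1.85 in equal numbers of top NR peaks, −0.34 in GR-KO in the narrower windows and −0.28 in vehicle at 50000 nuclei in the wider windows; with replicates left out they ran from −2.05 to 0.23 (without replicate 2) in ExN and from −1.87 (without replicate 2) to 2.04 in vehicle at 50000 nuclei. AP-1 in NR gave −0.12 in the wider windows, −0.0712 in top peaks and −0.0301 (without replicate 2) to 0.13 with replicates left out. LHX in GR-con gave 0.52 in the narrower windows and CREB in NR 1.296 at distal peaks, and neither passed in every library.

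With promoters of 2000 bp, promoter shares were 55.1% in NR, 40.4% in GR-con, 42.4% in InN, 62.0% in ExN, 50.4% in NFIA astrocytes and 17.4% with DEX at 250000 nuclei. In equal numbers of top peaks they were 22.4% in NR, 26.2% in GR-con, 19.7% in GR-KO, 47.0% in InN, 79.2% in ExN, 18.0% in NFIA astrocytes and 15.6% with DEX. With replicates left out they ran from 19.6% to 33.3% (without replicate 3) in DR, 32.0% to 45.9% in NR, 29.0% to 45.5% in InN, 56.9% to 76.3% in ExN and 41.6% to 44.4% in NFIA astrocytes.

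Housekeeping genes near NR sites, relative to random lists, stood at −2.07 percentage points for sites of every library and from −3.20 (without replicate 1; −1.94 without replicate 3) to 44.7 (without replicate 2) with replicates left out. The number of lists above random was 5 in GR-con with a 10 kb window and 5 with the nearest gene, 0 in InN with a 10 kb window and 0 with sites of every library, 1 in ExN with the nearest gene, and 0 to 1 with replicates left out in InN (0 without replicate 1 or 3) and 0 to 1 in ExN (1 without replicate 2).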

Other observations

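The tests of depth in DR and GR-KO libraries and of GR-KO peaks in NFIA sites were chosen only after the result was seen, as were the promoters described first.

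A few promoters carried GR peaks in many of the libraries. The promoter of Stip1, a co-chaperone of heat shock proteins (19:7039971–7040469), had a peak in 24 of 27 GR libraries, including 3 of 3 DR, 1 of 2 GR-KO and 4 of 4 vehicle libraries, and in 5 of 12 NFIA libraries. The promoter of Mrpl45, a mitochondrial ribosomal protein (11:97315576–97315903), had a peak in 20 GR libraries, including 3 of 3 DR, 2 of 2 GR-KO and 4 of 4 vehicle libraries. The promoter of Jun had one in 19 GR libraries, including 2 of 2 GR-KO libraries, but in 1 of 3 DR and 1 of 4 vehicle libraries. The promoters of Ptms and Zbtb20 had one in 18 GR libraries each, for Ptms in 3 of 3 DR and 1 of 2 GR-KO libraries and for Zbtb20 in none of these. Promoter shares per GR library were 91.4% ± 1.84 in oligodendrocytes (SD, n = 2 libraries with enough peaks), 39.3% ± 7.93 in NR astrocytes (n = 3) and 19.6% ± 3.06 in DR astrocytes (n = 2).

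The Abhd6 intron site was the best-ranked DR site, in 3 of 3 DR libraries, and also the best-ranked GR-con site without a GR-KO peak. A second match to the full GRE in Per1, GGAACATCCTGTTCT at 11:69099416–69099430, lay under NFIA peaks of astrocytes and under no GR peak. CREB sites stood in 1.00% of NR windows against 0.0694% in flanks (3 of 3 libraries, exact binomial test, highest adjusted p = 0.0112). Replicates shared 57.4% of peaks in NR, 52.8% in DR, 54.9% in GR-con, 14.8% in GR-KO and 78.5% in NFIA astrocytes on average.

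DR libraries held far fewer GR peaks than NR libraries. Lower depth is argued against as the whole cause, since the implied background of the 2 DR libraries where it was determined was 0.861 of the NR mean, while their mean peak number was 0.0144 of that of NR. Within NR, peak numbers were not proportional to background. Replicate 2 held 2262 peaks at 0.126, and replicates 1 and 3 held 14012 and 21539 at 0.224 and 0.220. Near the background of NR replicate 2, DR replicate 3 held 293 peaks (0.126), and DR replicate 1 held 69 at 0.202. Lower depth may therefore account for part of the difference. Signal in the IgG control of the DR calls may still contribute: at shared sites the local background relative to the genome-wide one was 0.549 of the NR value, but a region with high IgG signal in DR would not be called there. The labels list 1 astrocyte IgG library per rearing condition, so if each was used for its own condition, the control and the rearing cannot be told apart. An effect of light on GR binding, which the design names, stays among the open explanations.

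GR-KO libraries held fewer GR peaks than GR-con libraries, and 92 of the 100 GR-KO consensus sites had a peak in both GR-con libraries. Lower depth is argued against in replicate 1, whose implied background was 1.28 of the GR-con mean with 0.254 of its peaks, but in replicate 2, at 0.330 of the mean background and 0.0568 of the peaks, lower depth may account for part of the loss. Receptor left in some nuclei stays open for the remaining peaks: the full GRE was at 0.492% of kept and 1.39% of lost sites, a ratio of 0.353 (two-sided Fisher's exact p = 0.0129), which met the bound set beforehand against it, but under 5% of either set carries the element, a limit added after the values were seen, so the ratio does not decide for the sites without it. Signal at NFIA-bound regions without need of the receptor stays open as well. In GR-KO, 59.6% of peaks in replicate 2 and 87% in replicate 1 lay in NFIA sites, on either side of the bound. With the receptor intact, in GR-con, the shares were 81.7% and 94.1%, so a high share cannot tell such signal from receptor binding. Loss of the receptor, which the design names, was not told apart from lower depth in replicate 2.

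GR sites of astrocytes lay nearly all within NFIA sites. Shared promoters are argued against as the whole cause, because 93.3% of distal GR sites overlapped an NFIA site. Signal at accessible regions whichever antibody was used could also give such an overlap: the full GRE was at 0.422% of NFIA sites with GR and 0.179% of rank-matched ones without, 2.35 times as often (two-sided permutation p = 0.00022), which met the bound set beforehand against it. The same limit added afterwards applies, since over 99% of sites in both sets lack the element, and this explanation is left open for them. Binding of both proteins to the same regions remains a hypothesis beside it.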
